# The Epigenomic Features and Potential Functions of PEG- and PDS-Favorable DNA G-Quadruplexes in Rice

**DOI:** 10.3390/ijms25010634

**Published:** 2024-01-04

**Authors:** Ranran Huang, Yilong Feng, Zhicheng Gao, Asgar Ahmed, Wenli Zhang

**Keywords:** G4s, PEG, PDS, epigenetic features, functions, rice

## Abstract

A G-quadruplex (G4) is a typical non-B DNA structure and involved in various DNA-templated events in eukaryotic genomes. PEG and PDS chemicals have been widely applied for promoting the folding of in vivo or in vitro G4s. However, how PEG and PDS preferentially affect a subset of G4 formation genome-wide is still largely unknown. We here conducted a BG4-based IP-seq in vitro under K^+^+PEG or K^+^+PDS conditions in the rice genome. We found that PEG-favored IP-G4s^+^ have distinct sequence features, distinct genomic distributions and distinct associations with TEGs, non-TEGs and subtypes of TEs compared to PDS-favored ones. Strikingly, PEG-specific IP-G4s^+^ are associated with euchromatin with less enrichment levels of DNA methylation but with more enriched active histone marks, while PDS-specific IP-G4s^+^ are associated with heterochromatin with higher enrichment levels of DNA methylation and repressive marks. Moreover, we found that genes with PEG-specific IP-G4s^+^ are more expressed than those with PDS-specific IP-G4s^+^, suggesting that PEG/PDS-specific IP-G4s^+^ alone or coordinating with epigenetic marks are involved in the regulation of the differential expression of related genes, therefore functioning in distinct biological processes. Thus, our study provides new insights into differential impacts of PEG and PDS on G4 formation, thereby advancing our understanding of G4 biology.

## 1. Introduction

A G-quadruplex (G4) is a type of non-B-type DNA secondary structure containing four planar structures with guanine-rich nucleic acid sequences, which are stabilized via Hoogsteen-type hydrogen bonding [1]. G4s were initially found to be spontaneously formed with high concentrations of guanine in 1910 [2], but their real structures were first discovered in guanylate (GMP) gels through X-ray diffraction [3], which acted as a starting point to boost the in silico and experimental studies of G4s across various prokaryotic and eukaryotic genomes, including *E. coli*, yeast, humans and plants [4,5,6,7,8,9]. The genome-wide prediction of putative G-quadruplex forming sequences (PQFSs) shows that G4s exhibit a genomic-region-dependent distribution [10,11,12,13], such as an overrepresentation in promoters in bacteria, yeast and humans [4,5]. In agreement with their genomic distributions, G4s have been found to be involved in various DNA-templated events, including DNA replication [14], telomere activities [15,16], transcriptional and translational regulations [17,18], epigenetic regulations [19], chromatin remodeling [20,21], an increase of species-related evolutionary complexity through coevolution with mitochondria [22], and human diseases [23,24] as well as stress responses in both animals and plants [6,25,26,27]. In particular, G4s have been emerging as promising targets for drug design [28], and the diagnosis and treatment of human diseases [23,24]. Therefore, G4s have become a hot research topic in humans.

The availability of high-throughput sequencing-based methodologies has greatly advanced G4 biology in various eukaryotic genomes, including mice, humans and plants. They include anti-BG4-based ChIP-seq in humans [29] and DNA IP-seq in rice [7], D1 antibodies-based ChIP-seq in humans [30,31], G4-seq in multiple species including *Arabidopsis* [32], an artificial truncated DHX36 helicase-based G4P-ChIP in human, mouse, and chicken cells [33], CUT&Tag (cleavage under targets and tagmentation) in mammalian cells [34], and BioTASQ- and BiocyTASQ-based G4DP-seq in rice [35].

Growing evidence demonstrates that in vitro G4 formation and stabilization can be affected by intrinsic DNA sequences and external environmental factors, including monovalent cations such as Na^+^ and K^+^, in particular, K^+^ can stabilize G4 structures by counteracting the electrostatic repulsion of the negatively charged C6 oxygen atoms [36,37]; molecular crowding, which mimics the cellular environment to favor G4 formation or stabilization [38,39]—for instance, polyethylene glycol (PEG), has been reported to promote in vitro G4 formation [40,41,42,43]; small-molecule G4 ligands such as pyridostatin (PDS) and its derivatives with a high specificity for the binding of G4s [44], which have been applied to favor a subset of G4 formation genome-wide [45] and to visualize G4 structures in vitro [46] and in living cells [47]. Furthermore, PDS can protect the 5′-tetrad of the G4 structure against oxidation, thereby impeding its reconfiguration into a double helix [48].

Compared to the fruitful progress of G4s in non-plant systems, G4 studies in plants are still at the early stage, even though the global prediction of PQFSs has already started in several plant species [8,25,49,50,51,52,53,54], including *Arabidopsis*, rice, maize, wheat and barley, and genome-wide experimental characterizations of G4s have been initiated in *Arabidopsis* [32] and rice [7,35,55]. G4 studies in plants indicate that plant G4s can be involved in various biological processes, including the regulation of gene expression and translation, TE activities, telomere functions, epigenetic modifications, and plant growth and development, as well as stress responses [6,7,8,25,27,53,56,57,58,59]. More efforts still need to be invested to elucidate the functions of G4s in plants.

PEG and PDS chemicals have already been applied to promote G4 folding in vitro in rice [7,35,55] and *Arabidopsis* [32], respectively. However, how PEG and PDS preferentially affect a subset of G4 formation genome-wide is still largely unknown. In this study, we conducted BG4-based IP-seq under K^+^+PEG or K^+^+PDS conditions for the identification of PEG- or PDS-favorable in vitro G4s, labeled IP-G4s^+^, representing BG4-captured G4s in vitro, followed by genetic, epigenetic and functional characterizations of both subtypes of G4s in the rice genome.

## 2. Results

### 2.1. Identification of PDS/PEG-Specific IP-G4s^+^

It has been reported that PDS or PEG helps stabilize G4 structures, thereby facilitating G4 formation [60]. However, the differential impacts of PDS and PEG on G4 formation on a genome-wide scale are still largely unknown. To address this question, we performed a BG4-DNA-IP-seq as described previously [55] for the identification of in vitro G4s under K+PEG or PDS conditions. 

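The BG4-DNA-IP-seq measured which fragments of purified genomic DNA are bound by BG4, a single-chain antibody against G4 structures, after the DNA was denatured and refolded. Genomic DNA came from 2-week-old rice seedlings of the cultivar Nipponbare, and 2 libraries were made under K+PEG and 2 under K+PDS. According to the methods, both incubation buffers held 150 mM KCl, with 40% PEG for the K+PEG libraries and 5.0 μM PDS for the K+PDS libraries. The protocol text in the sample labels is shared by all 6 samples and names 40% PEG and no PDS, so the concentrations of the paper are used here. The files of the 2 input libraries were not analysed here. The authors trimmed the reads, aligned them to MSU v7.0 with BWA, kept alignments longer than 50 bp, removed PCR duplicates and called peaks in each library separately with MACS2 at a p-value threshold of 0.01. Each of the 4 deposited lists gives the start, end and summit of every peak with its fold enrichment, −log10 p, −log10 q and score, and holds neither read counts nor library totals. The peak names in both K+PDS lists contain the word uniq, and those in the K+PEG lists do not. The methods name no filter for uniquely mapped reads in these libraries, and whether one was applied to the K+PDS libraries alone was not settled. Such a filter would bear on every count, depth and peak set compared between the conditions.
The depth was therefore recovered from the lists. MACS2 computes the fold enrichment and the p-value of a summit from the reads piled up there and from a local background, so that both can be solved for each peak, and a whole number of reads came out for all peaks except 1 in K+PEG replicate 1, 2 in K+PDS replicate 1 and 1 in K+PDS replicate 2. The lowest background in a list equals the reads of the library spread evenly over the genome size of 380000000 bp that the authors gave to MACS2. With a read extension of 200 bp, a value that the methods do not print and that equals the shortest peak of every list, this gave 7904191 and 13334925 reads for K+PEG replicates 1 and 2, and 5985000 and 7554111 for K+PDS replicates 1 and 2. Another extension would change these depths by one factor and leave their ratios as they are. The spacing of the background levels gave a control of the same depth for all 4 lists, between 15842496 and 15842525 reads. The number of peaks was 73199 and 81992 in K+PEG replicates 1 and 2 and 64874 and 68973 in K+PDS replicates 1 and 2, which is also the order of the depths from K+PDS replicate 1 up to K+PEG replicate 2. The peaks covered 34.7 and 41.7 Mb under K+PEG and 33.9 and 33.1 Mb under K+PDS. From these lists, reproducible, specific and common peaks were derived with bedtools intersect at an overlap of at least 1 bp, and the libraries, not the peaks, were treated as replicates.

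**Figure D1:**
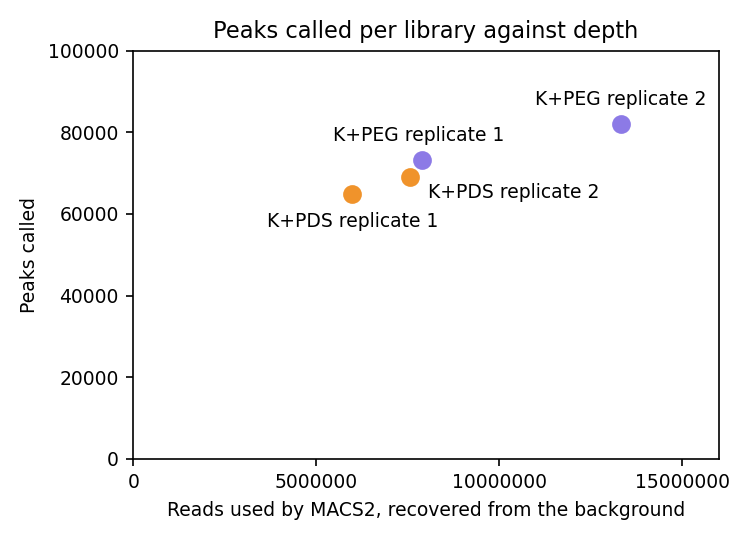
Number of peaks called in each library (vertical axis) against the number of reads used by MACS2 (horizontal axis), with K+PEG libraries in purple and K+PDS libraries in orange, 1 point per library. The library with the most reads, K+PEG replicate 2 with 13334925, has 81992 peaks, and the one with the fewest, K+PDS replicate 1 with 5985000, has 64874.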

We obtained two well-correlated biological replicates for each condition (R = 0.90 and 0.87 for K+PEG/PDS, respectively) (Figure S1; Table S1). 

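The similarity of the libraries was measured on the peak lists, as the bases covered by peaks in 37324 bins of 10 kb. Across bins, which are not independent replicates, the Spearman correlation was 0.813 between the 2 K+PEG replicates and 0.743 between the 2 K+PDS replicates. Between conditions it ranged from 0.573 for K+PEG replicate 1 and K+PDS replicate 2 to 0.743 for K+PEG replicate 2 and K+PDS replicate 1. The latter pair was therefore as similar as the K+PDS replicates were to each other. The Jaccard index, which divides the bases covered in both lists by the bases covered in either, was 0.501 for the K+PEG replicates, 0.401 for the K+PDS replicates and 0.415 for K+PEG replicate 2 and K+PDS replicate 1, and it was between 0.309 and 0.366 for the other pairs. The control had the same recovered depth for all 4 lists, so a single shared control is possible. For this case, 4 libraries without enrichment were simulated at the recovered depths against a shared control. On average, 1.27% of the windows called in one such library were also called in another, compared with 1.16% when each had its own control. Libraries and control were drawn from an even background, so an uneven background shared by real libraries was not simulated. These values therefore do not tell how much a shared control or background adds to the overlap of the lists. Peaks found in both replicates differed in strength between them, with a Spearman correlation of their fold enrichment of 0.517 over 58489 peaks under K+PEG and 0.489 over 41682 peaks under K+PDS. Of all intervals, 5 had identical ends in both K+PEG lists and 2 in both K+PDS lists, so no list is a copy of another.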

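The peaks of replicate 1 were intersected with those of replicate 2 within each condition, and each overlapping segment of at least 1 bp was kept as a reproducible peak. This gave 60426 reproducible peaks under K+PEG and 45024 under K+PDS, a ratio of 1.34. Of the K+PEG peaks, 30181 (49.9%) overlapped a reproducible K+PDS peak and 30245 (50.1%) did not. Of the K+PDS peaks, 28990 (64.4%) overlapped a reproducible K+PEG peak and 16034 (35.6%) did not. The overlaps form 31388 common segments, more than either number of overlapping peaks because a peak can overlap several peaks of the other condition. On each of the 12 chromosomes, PEG-specific peaks outnumbered PDS-specific peaks, by a ratio from 1.45 on chromosome 4 to 2.73 on chromosome 3.
The numbers of specific peaks depended on the definition of a specific peak. Under the definition above, a peak is specific when no reproducible peak of the other condition overlaps it, even if 1 replicate of that condition has a peak there. When any peak of either replicate of the other condition was counted as an overlap, 13442 PEG-specific and 6441 PDS-specific peaks were left. The remaining 16803 PEG-specific peaks (55.6%, 95% Wilson interval 55.0 to 56.1%) and 9593 PDS-specific peaks (59.8%, 59.1 to 60.6%) overlapped a peak of at least 1 library of the other condition. These intervals cover counting error only.
Among the peaks free of any peak of the other condition, the strongest PEG-specific peak, ranked by the lower fold enrichment of its 2 replicates, lies on chromosome 2 of MSU v7.0 from 17459370 to 17459781. The authors' fold enrichment there was 12.3 in replicate 1 and 9.83 in replicate 2, from 66 and 83 reads at the summit. The strongest PDS-specific peak lies on chromosome 5 from 25806055 to 25806520, with a fold enrichment of 10.7 and 11.1 from 50 and 63 reads. A peak of K+PEG replicate 1 begins or ends 126 bp from it, whereas the nearest K+PDS peak is at least 2490 bp from the PEG-specific peak. The PEG-specific peak stayed specific under 9 of 9 alternatives, and the PDS-specific peak under 8 of the 9. With a reciprocal overlap of at least 50%, the PDS-specific peak was no longer reproducible. Its replicate 1 peak covers less than 50% of its replicate 2 peak, which runs from 25805939 to 25806940. Both specific peaks were chosen as strong peaks free of any peak of the other condition, so most alternatives could hardly change their call. Annotations of both positions were not used here.

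**Figure D2:**
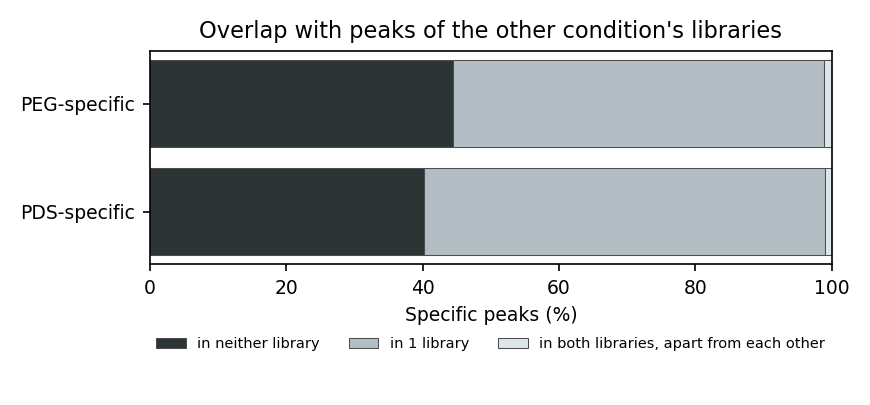
Share of PEG-specific and PDS-specific peaks (percent, horizontal axis) that overlap a peak in neither, 1 or both libraries of the other condition. The dark part, with no peak in either library, covers 44.4% of the PEG-specific and 40.2% of the PDS-specific peaks.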

We then identified 60,426/45,024 biologically reproducible IP-G4^+^ peaks under K+PEG/PDS conditions, respectively (Figure S2), leading to 16,034/30,245 PDS- and PEG-specific IP-G4s^+^, respectively, and 31,388 common ones (Figure 1A). 

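The window of Fig. 1B lies on chromosome 4 of MSU v7.0 and holds 3 and 5 peaks in K+PEG replicates 1 and 2 and 3 peaks in each K+PDS replicate. A common peak lies from 21425492 to 21425776, in the part of the window where the figure draws LOC_Os04g35250. The authors' fold enrichment of the peaks behind it was 5.44 and 6.39 in the K+PEG replicates, from 31 and 58 reads at the summit, and 4.47 and 2.83 in the K+PDS replicates, from 20 and 15 reads. Of the 2 PEG-specific peaks in the window, the one from 21419551 to 21419688, near the end of LOC_Os04g35240 as drawn, had a fold enrichment of 2.75 and 3.23 in replicates 1 and 2. The other, from 21423596 to 21423829, had 3.78 and 2.76. The PDS-specific peak from 21433115 to 21433325 had 2.78 and 3.02, from 12 and 16 reads, and another from 21424182 to 21424368 had 2.86 and 2.83. The last 2 lie in no peak of either K+PEG replicate, and neither PEG-specific peak lies in a peak of a K+PDS replicate. K+PEG replicate 2 alone had peaks from 21416416 to 21416692 and from 21426622 to 21426887, which are therefore in none of the sets.

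**Figure D3:**
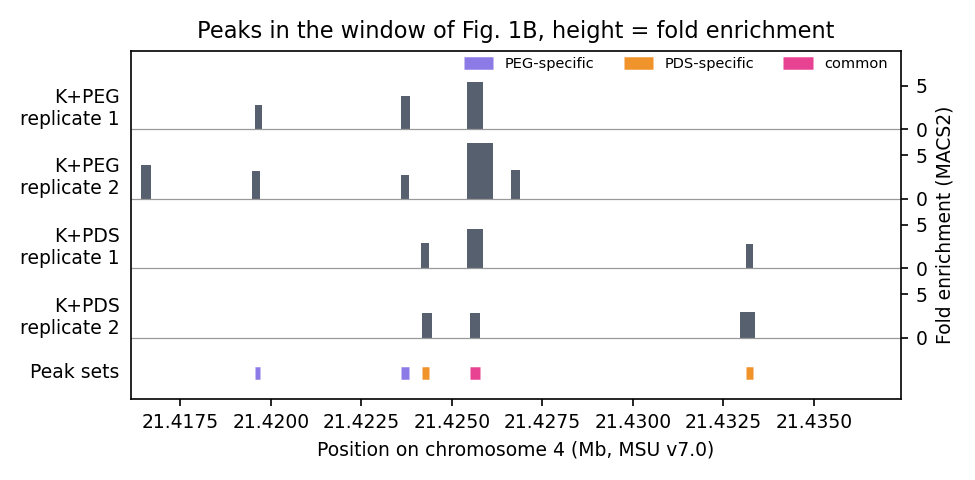
Peaks of the 4 libraries in the window of Fig. 1B, drawn at their positions (Mb, horizontal axis) with bars as high as the fold enrichment given by MACS2 (right axis), and the PEG-specific, PDS-specific and common peaks derived from them in the lowest row. Of the 5 derived peaks, only the common one, at 21425492 to 21425776, lies under a bar in all 4 libraries.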

A representative Integrative Genomics Viewer (IGV) spanning a 20 kb region from the rice Chromosome 4 shows the reproducible peaks of common and PEG/PDS-specific IP-G4s^+^ between replicates (Figure 1B). We then randomly selected three loci of PEG- or PDS-specific IP-G4s^+^ for a circular dichroism (CD) spectroscopy assay. We observed that each oligo from PEG-specific or PDS-specific IP-G4^+^ exhibited a higher CD absorption peak when the oligo was reconstructed in buffer containing PEG or PDS compared to the same oligo reconstructed in a buffer containing PDS or PEG, respectively (Figure S3). After overlapping with 1,797,039 putative G-quadruplex-forming sequences (PQFSs) predicted using the fastaRegexFinder.py script [61] as previously described [8], we found that approximately 94.8% of PEG- and 93.5% of PDS-related IP-G4s^+^ peaks contain PQFSs (Figure S4).

K^+^- and Na^+^-favorable IP-G4^+^ peaks have length variations [55], inspiring us to look into the length of PEG/PDS-specific IP-G4s^+^. we found that PEG-specific IP-G4s had the longest mean length (~330 bp), while PDS-specific ones had the shortest mean length (~290 bp), indicative of the length variations of IP-G4s^+^ between PDS and PEG conditions (Figure 1C). 

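The mean length was 338.4 ± 174 bp (SD over 30245 peaks) for PEG-specific, 327.4 ± 216 bp (31388 peaks) for common and 291.0 ± 202 bp (16034 peaks) for PDS-specific peaks, and the medians were 292, 272 and 243.5 bp. A PEG-specific peak was longer than a PDS-specific one in 61.2% of all pairs, with ties counted equally, longer than a common one in 54.8%, and a common peak was longer than a PDS-specific one in 55.6%. Each of these 3 differences had p = 1e-05, the smallest value that 100000 resamples give, in a two-sided permutation test of the rank sum, also after Benjamini-Hochberg adjustment. The test treats peaks as independent, and they are not replicates of a condition. Across whole libraries, the mean peak length before any intersection was 490.8 ± 24.4 bp (SD, n = 2) under K+PEG and 501.3 ± 30.2 bp (n = 2) under K+PDS, a difference smaller than the spread between replicates (exact permutation test, two-sided, p = 0.667, with 0.333 as the smallest p that 2 libraries against 2 allow). The median went the other way, with 392 ± 12.7 bp (SD, n = 2) under K+PEG and 367 ± 12.7 bp (n = 2) under K+PDS. It was higher in both K+PEG libraries than in both K+PDS libraries (same exact test, at its smallest p). With only peaks of a −log10 p of at least 5, the mean per library was 527.8 bp under K+PEG and 583.3 bp under K+PDS. This difference of -55.5 bp also had the smallest p of the exact test, 0.333.
The order of the mean lengths changed with how the peak sets were made. When the whole replicate 1 peak was kept in place of the segment shared by the replicates, the mean length was 409.1 bp for PEG-specific and 447.6 bp for PDS-specific peaks. With the whole replicate 2 peak, an alternative added afterwards, PEG-specific peaks stayed the longer ones, with 456.8 against 437.2 bp. The means were 432.5 and 527.0 bp when the overlap had to be reciprocal and at least 50%, between replicates and between conditions. In that setting a specific peak may overlap a peak of the other condition by less, so the sets differ in more than cutting. They were 398.9 and 412.8 bp when only peaks with a −log10 p of at least 5 were used. The median stayed higher for PEG-specific peaks in the last 2 settings, with 351 against 340 bp and 340 against 318 bp. PEG-specific peaks kept the higher mean with the same number of peaks in each library, with 369.6 against 336.9 bp. They also kept it when specific peaks were defined against every peak of the other condition, with 286.9 against 234.0 bp. When the summit reads were drawn down to equal depth, their mean was higher by 37.5 bp. Each peak left in this setting kept its full-depth start and end, so peak length at equal depth was not tested.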

We then examined the genomic distributions of the three subtypes of IP-G4s^+^ and observed that PEG-specific IP-G4s^+^ were more distributed in promoters, introns and 3′UTRs, but less distributed in intergenic and downstream regions, and in exons, compared to PDS-specific ones (Figure S5). According to the fold enrichment of observed to expected structures, we found that PEG-specific IP-G4s^+^ were more enriched in 5′UTRs, while PDS-specific IP-G4s^+^ were more enriched in exons. For promoters with all three subtypes of IP-G4^+^ peaks, PDS-specific IP-G4s^+^ had the lowest enrichment levels compared to the other two subtypes of IP-G4s^+^ (Figure 1D).

### 2.2. Genomic Features of Each Subtype of IP-G4s^+^

To assess the sequence features of the three subtypes of IP-G4s^+^, we calculated the number of four typical subtypes of PQFSs, including G2L1–7, G2L8–12, G3L1–7 and G3L8–12. We found that each subtype of IP-G4s^+^ had a similar trend of subtypes of PQFSs with the descending order G2L1–7, G2L8–12, G3L1–7 and G3L8–12 (Figure S6), which is consistent with our previous findings [55]. We then calculated the fold enrichment of each subtype of PQFSs within each subtype of the IP-G4s^+^ relative to randomly selected genomic regions with the same number and size as each subtype of the IP-G4s^+^. We observed that PEG-specific and common IP-G4s^+^ had higher enrichment levels of G3L1–7 and G3L8–12, while PDS-specific IP-G4s^+^ had the lowest enrichment levels of each subtype of PQFSs (Figure 2A). Except for non-typical types of PQFSs, PDS-specific IP-G4s^+^ had significantly lower levels of all the subtypes of typical PQFSs compared to PEG-specific ones (Figure 2B). Moreover, the genomic distributions of subtypes of PQFSs exhibited a subtle difference within each subtype of IP-G4s^+^ (Figure S7). For instance, PDS-specific IP-G4s^+^ had the smallest percentage of each subtype of PQFSs distributed in 5′UTRs, and had more G2L1–7, G2L8–12 and G3L8–12 distributed in exons.

After examining the GC content and GC/AT skew, we found that the GC content was exhibited in a descending order from PEG-specific to PDS-specific and common IP-G4s+, and then IP-G4s^−^ (PQFSs) (Figure 2C). For GC/AT skew, we found that PEG-specific and common IP-G4s^+^ (PQFSs) exhibited more pronounced GC/AT skew than the other two subtypes of G4s; in sharp contrast, almost no GC/AT skew occurred for PDS-specific IP-G4s^+^ (PQFSs) (Figure 2D). To interrogate whether PDS- and PEG-specific IP-G4s^+^ have distinct biological implications, we conducted de novo motif identification for common and PDS/PEG-specific IP-G4s^+^. According to the top three most significantly enriched motifs, we found that the motifs for the binding of bHLH and C2H2 transcription factors (TFs) were more enriched in PDS-specific IP-G4s^+^; in contrast, the motifs for the binding of BBRBPC and bZIP TFs were more enriched in PEG-specific IP-G4s^+^ (Figure 2E). These TFs have been reported to play crucial roles in the regulation of plant growth and development and stress responses [62,63,64,65,66].

Collectively, these results indicate that PDS- and PEG-specific IP-G4s^+^ have distinct sequence features and biological functions, including the regulation of TEGs and non-TEGs.

### 2.3. Distinct Associations of PDS/PEG-Specific IP-G4s^+^ with TEs or TEGs

G4s have been proposed to be involved in the regulation of the transposon life cycle [8]. To investigate distributions of PDS/PEG-specific IP-G4s^+^ within TEs or TEGs, we associated them with transposable element genes (TEGs) and non-transposable element genes (non-TEGs), and found that over 80% of PDS-specific IP-G4s^+^ (PQFSs) were associated with TEGs, while more than 80% of PEG-specific IP-G4s^+^ (PQFSs) were associated with non-TEGs (Figure 3A). We then calculated the expression levels of the TEGs and non-TEGs associated with each subtype of IP-G4s^+^, and found that non-TEGs associated with PDS-specific IP-G4s^+^ had the lowest mean expression levels, while those associated with PEG-specific IP-G4s^+^ had the highest mean expression levels, and a similar expression trend occurred for the TEGs associated with PDS/PEG-specific IP-G4s^+^ (Figure 3B).

We then looked into the distributions of each subtype of IP-G4s^+^ within Class I (Retrotransposons) and II (DNA transposons) TEs, and found that PDS-specific IP-G4s^+^ (PQFSs) were overrepresented (78%) in Class I TEs, while PEG-specific IP-G4s^+^ (PQFSs) were more prevalently distributed (77%) in Class II TEs (Figure S8). After calculating the length of the TEs associated with each subtype of IP-G4s^+^ (PQFSs), we found that the TEs associated with PDS-specific IP-G4s^+^ (PQFSs) had the longest length; in contrast, the TEs associated with PEG-specific IP-G4s^+^ (PQFSs) had the shortest length (Figure 3C). A similar trend was observed for the length of the Class I and II TEs associated with each subtype of IP-G4s^+^ (PQFSs) and the length of the Class II TEs was shorter compared to Class I TEs with their corresponding IP-G4s^+^ (PQFSs) (Figure S9). To examine the density of the TEs associated with each subtype of IP-G4s^+^ (PQFSs), we calculated the distance of the TEs associated with each subtype of IP-G4^+^ to the nearest TEs, and found that TEs associated with PDS-specific IP-G4s^+^ (PQFSs) had the shortest distance, while those associated with PEG-specific IP-G4s^+^ (PQFSs) had the longest distance (Figure 3D). Again, a similar trend was observed for the Class I and II TEs associated with each subtype of IP-G4s^+^ (PQFSs) and the distance of Class II TEs to the nearest TEs was much longer than that of Class I TEs with their corresponding IP-G4s^+^ (PQFSs) (Figure S10). These results suggest that PDS- and PEG-specific IP-G4s^+^ may have distinct roles in the regulation of TEGs and non-TEGs and the activities of Class I and Class II TEs.

### 2.4. Epigenomic Features of PEG/PDS-Specific and Common IP-G4s^+^

To explore the epigenomic features of PDS- or PEG-specific IP-G4s^+^ (PQFSs), we plotted normalized read counts of DNase-seq (DHSs), DRIP-seq (R-loops), MNase-seq (nucleosomes) and DNA-6mA IP-seq across ±1 kb of the midpoint of each subtype of IP-G4s^+^ (PQFSs) and IP-G4s^−^ (PQFSs). We found that PEG-specific IP-G4s^+^ exhibited the highest enrichment levels of DHSs and R-loops across all regions examined, compared to the other subtypes of IP-G4s^+^, but less enrichment levels of their nucleosomes and DNA-6mA at around the midpoint, compared to IP-G4s^−^ (PQFSs); in contrast, PDS-specific IP-G4s^+^ exhibited the lowest enrichment levels of the four epigenomic marks tested across all regions (Figure 4A). We then calculated the DNA methylation levels in each cytosine context at around ±1 kb of the midpoint of each subtype of IP-G4s^+^ (PQFSs) and IP-G4s^−^ (PQFSs). We found that PDS- and PEG-specific IP-G4s^+^ had the highest and lowest levels of CG and CHG methylation, respectively. Moreover, PDS- and PEG-specific IP-G4s^+^ had higher CHH methylation levels than the other two subtypes of G4s (Figure 4B). We finally conducted clustering analyses for PEG/PDS-specific IP-G4s^+^ in combination with DHSs, H3K9me2, H3K27me3 and H3K27ac marks, and divided all PEG/PDS-specific IP-G4s^+^ into four subclusters with distinct epigenomic features (Figure 4C). For instance, subcluster 1 exhibited high enrichment levels of DHSs, H3K27me3 and H3K27ac, a combination of active and repressive marks; subclusters 2 and 4 were mainly co-localized with the repressive mark, H3K9me2; and subcluster 3 exhibited high enrichment levels of the active marks, DHSs and H3K27ac. Accordingly, after comparing the expression levels of the genes associated with each subcluster, we found that the genes in subcluster 3 had the highest expression levels, genes in subcluster 1 had the second highest expression levels, and genes in subclusters 2 and 4 had lower expression levels compared to those in the other two subclusters (Figure 4D). We found that TEGs with PEG-specific IP-G4s^+^ had the highest enrichment levels of DNA-6mA and that non-TEGs with PDS-specific IP-G4s^+^ had the lowest enrichment levels of DNA-6mA (Figure S11). This is consistent with the results we previously observed for PEG/PDS-specific IP-G4s^+^.

Taken together, these results show that PEG-specific IP-G4s^+^ tend to be associated with euchromatin, while PDS-specific IP-G4s^+^ tend to be associated with heterochromatin. PEG/PDS-specific IP-G4s^+^ may coordinate with epigenetic marks to affect the expression of overlapping genes.

### 2.5. Relationships of PEG/PDS-Specific IP-G4s^+^ with the Expression Levels of Overlapping Genes

It has been documented that G4s exhibit genomic position-dependent impacts on the expression of associated genes [55]. To assess the relationships of PEG/PDS-specific IP-G4s^+^ with the expression of overlapping genes, we compared the expression levels of genes associated with PDS/PEG-specific IP-G4s^+^, and found that genes with PEG-specific IP-G4s^+^ had higher expression levels than genes with PDS-specific IP-G4s^+^ (Figure 5A). We then plotted normalized read counts of PDS/PEG-specific IP-G4s^+^ across ±2 kb from the TSSs to the TTSs of genes with different expression levels (high, low and no expression, FPKM values). In agreement with our previous findings [67], we found that PDS/PEG-specific IP-G4s^+^ in promoters and gene bodies exhibited a positive and negative association with the expression levels of associated genes, respectively (Figure 5B,C). According to GO enrichment analyses, we found that genes with PDS-specific IP-G4s^+^ had distinct GO terms compared to those with PEG-specific IP-G4s^+^ (Figure 5D). For instance, genes with PDS-specific IP-G4s^+^ had GO terms related to nucleotide/DNA/cellular macromolecule/nitrogen compound metabolic processes; in contrast, PEG-specific IP-G4s^+^ had GO terms with functions associated with transport, signal transduction, lipid/cellular amino acid and derivative metabolic processes, and localization. These results show that PEG/PDS-specific IP-G4s^+^ have differential impacts on the expression of related genes, which have distinct biological implications.

## 3. Discussion

It has been well documented that plenty of internal and external factors affect G4 formation or stability in vitro [68,69], their combined actions influence the topological changes in parallel and antiparallel G4s [70]. Internal factors include the intrinsic sequence composition such as the number and length of G-tracts [71,72], the size, position and sequence composition of loops [68,72,73,74,75], the flanking base [76], DNA chemical modifications such as 5mC [77], O6-Methylguanine [78], 8-Aminoguanine [79], 8-Methylguanine [80], 8-bromoguanine [81] and inosine [82] and chromatin modifications [77]; external factors include monovalent cations [83,84,85], PEG-mimicked molecular crowding [41,86,87], pH [88], temperature [89], other additive agents such as polyamines [90] and trithylene tetraamine [91], and small ligands for the binding of G4s such as pyridostatin (PDS) [92], RHPS4 [93] and MM41 [94]. However, detailed investigations of the differential impacts of PEG and PDS on G4 formation on a genome-wide scale are still less studied. Our study showed that PEG favored greater G4 formation than PDS, indicative of the differential impacts of both chemicals on G4 formation. 

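The libraries had 77596 ± 6218 peaks (SD, n = 2) under K+PEG and 66924 ± 2898 (n = 2) under K+PDS, a difference of 10672 peaks. Both K+PEG libraries had more peaks than both K+PDS libraries (exact permutation test, two-sided, p = 0.333 with n = 2 per condition, the smallest p that this design allows), so the number of libraries cannot separate the conditions at 0.05. When the reads at each summit were drawn down to the depth of the shallowest library and the threshold of the authors was applied again, an alternative chosen after the depths had been recovered, 71651 and 74466 peaks were left in K+PEG replicates 1 and 2 and 66804 in K+PDS replicate 2, against all 64874 of K+PDS replicate 1. These are means over 20 draws. The ratio of reproducible K+PEG to K+PDS peaks was then 1.28, and that of PEG-specific to PDS-specific peaks was 1.68 in place of 1.89. Peaks that were left kept the start and end called at full depth, so their overlaps were not corrected for depth. With the 64874 strongest peaks of each library, the 2 ratios were 1.15 and 1.33. Since the libraries then had equal numbers of peaks, the 1.15 goes with closer agreement of the K+PEG replicates. Both ratios fell below 1, to 0.876 and 0.687, when K+PDS replicate 2 alone stood for its condition, and to 0.931 and 0.738 when K+PDS replicate 1 alone did, but a whole single list is longer than the overlap of a pair by construction, so these settings do not test the direction. For the same reason they rose to 1.82 and 5.22 when K+PEG replicate 2 alone stood for K+PEG and to 1.63 and 3.08 when K+PEG replicate 1 alone did. They were 1.73 and 2.95 with a −log10 p of at least 5 and 1.65 and 2.12 with a reciprocal overlap of at least 50%. A p-value depends on depth, so the first of these cuts can fall harder on the shallower K+PDS libraries. In the second, a specific peak may overlap a peak of the other condition by less than 50%. From a greater G4 formation under PEG, the paper proposes that the 2 chemicals affect G4 formation differently.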

As mentioned above, this could be partly contributed to by distinct the genetic and epigenetic features between both subtypes of G4s (PQFSs), including the presence of distinct G4 sizes, a higher GC content, a distinct percentage of typical PQFSs such as G3L1–12, subgenomic distributions and epigenetic features such as DHSs, R-loops, DNA-6mA, DNA-5mC and histone marks. It has been reported that PEG and PDS have distinct mechanisms underlying G4 formation/stability or its topological changes [69,87]. Molecular crowding conditions favor the aggregation of G4s with parallel structures, partly contributed to by hydration-mediated thermodynamics [86,95,96], or its hydrophobic nature-related interactions with G4s [97,98], or its affect on G4 folding potentials [96,99]. PEG exhibits a Na^+^- or K^+^-dependent effect on the transition of G4s from a hybrid to a parallel structure [86,100]. For instance, G3 PQFSs tend to form a parallel structure under K^+^+PEG conditions [101]. PDS, as a lead G4-stabilizing ligand, has been widely applied for the local and global detection of G4s in several species due to its ability to bind and stabilize G4 motifs [32,46,92,102]. Interactions between PDS and G4 are partly determined by G4 sequences, topologies and chemical groups [103], thereby preferentially affecting distinct DNA-templated biological processes [46,92,104].

Furthermore, our study showed that PEG-favored G4s primarily associated with non-TEGs and Class II TEs, which were primarily located in euchromatic regions with active marks and lower DNA methylation levels, while PDS-favored G4s associated with TEGs and Class I TEs, which were preferentially enriched in heterochromatic regions with repressive marks and higher DNA methylation levels. It has been documented that transient and persistent G4s have distinct impacts on DNA methylation [21]. Promoter G4s of *cMYC*, *MEST* and *CDKN1C* exhibited a binding affinity in vitro to the de novo DNA methyltransferases DNMT3A and 3B, and the DNA methyltransferase DNMT1 as well [105], indicating that these G4s may play key roles in establishing or maintaining local DNA methylation. In sharp contrast, a subset of G4s have been found to sequester DNMT1 accessibility, thereby contributing to local DNA hypomethylation [19]. These contrasting findings suggest that the effects of G4s on local DNA methylation changes may be G4 conformation- and genomic location-dependent. DNA methylation has been found to stabilize the promoter G4s through inducing conformational changes [106,107]. In addition, DNA or RNA G4s have been found to interact with histone chaperones, histone modifiers and chromatin remodelers to affect chromatin dynamics such as histone modifications, nucleosome density and chromatin compactness [21,108]. For instance, it has been reported that the binding partners of the promoter G4 of *c-Myc* contain a subunit of SWI/SNF and NuRD, and subunits of the PRC2 [21]. Similarly, our study also suggests that different G4 conformations in different genomic regions may have distinct associations with epigenetic marks. Accordingly, genes associated with PEG-specific G4s had higher expression levels than those associated with PDS-specific G4s, suggesting that these two subtypes of G4s alone, or coordinating with distinct chromatin marks, affect the differential expression of related genes, thereby being involved in distinct biological processes.

Thus, this study for the first time provides new insights into the differential impacts of PEG and PDS on G4 formation on a genome-wide scale, thereby advancing our understanding of G4 biology.

## 4. Materials and Methods

### 4.1. Growth of Rice Seedlings

The rice seeds (*Oryza sativa* L.) of cultivar Nipponbare (Japonica) were pregerminated in tap water at room temperature (RT) for 3 days. After being evenly spread onto a surface of nutrient soil in a tray and covered with a matched plastic cover to avoid water evaporation, uniformly germinated rice seeds were grown in a greenhouse with growth conditions of 28–30 °C and a 14 h/10 h light/dark cycle. Biological replicates of two-week-old rice seedlings above ground were collected for cross-linking. Cross-linking was conducted with a 1% final concentration of formaldehyde in HEPES buffer pH = 8.0 (20 mM HEPES, 1 mM EDTA, 100 mM NaCl and 1 mM PMSF) at 23–25 °C for 10 min under vacuum. A final concentration of 0.125 M glycine was used to completely quench the excessive formaldehyde under vacuum for an additional 5 min. The cross-linked seedlings were ground into fine powder in liquid nitrogen for the preparation of genomic DNA for downstream IP-seq assays.

### 4.2. BG4-DNA-IP-Seq

DNA immunoprecipitation with the anti-BG4 antibody coupled with sequencing, called BG4-DNA-IP-seq, was performed exactly according to our previously published protocols [7]. Briefly, 5.0 μg of fragmented genomic DNA was diluted in G4-stabilizing buffer (150 mM KCl and 10 mM Tris-HCl, pH = 7.5), then denatured and reassociated by letting the temperature slowly to drop down to RT. The re-associated DNA was diluted with G4-IP incubation buffer (50 mM HEPES, 150 mM KCl, 1 mM MgCl_2_, 130 nM CaCl_2_, 1% BSA (*w/v*), 5.0 μM PDS (or 40% PEG), Complete mini, pH = 7.5), which was then followed by incubation with 4.0 μg of anti-BG4-FLAG antibody in the IP incubation buffer for 4 h. After adding 3.0 μg of anti-FLAG antibody (D110005, BBI, Shanghai, China) for incubation for an additional 4 h at 4 °C, 30 μL of washed protein G Dynalbeads (10004D, Invitrogen, Carlsbad, CA, USA) was added for incubation for an additional 4 h, followed by washing two times. BG4-bound DNA was eluted with 200 μL elution buffer (0.1 M NaHCO_3_ and 1% SDS *w/v*) at 65 °C two times, for 15 min each. Anti-BG4-recognized DNA-G4s were finally recovered for library preparation.

For BG4-DNA-IP-seq library preparation and sequencing, two biologically replicated BG4-IPed DNAs and one replicate of Input/IgG-/anti-FLAG only IPed DNA (control) were used for library preparation using the NEBNext^®^ Ultra™ II DNA Library Prep Kit for Illumina (NEB, E7645S). All prepared libraries were sequenced on the Illumina platform with 150 bp paired-end mode, which was conducted by the company Berrygenomics (Beijing, China).

### 4.3. Analyses of BG4-DNA-IP-Seq Data

Low-quality reads were removed from raw data using Trim Galore! (Version 0.4.4, Felix Krueger, Cambridge, UK). All cleaned reads were aligned to the reference genome MSU v7.0. (http://rice.plantbiology.msu.edu/pub/data/Eukaryotic_Projects/o_sativa/annotation_dbs/pseudomolecules/version_7.0/all.dir/ (accessed on 20 June 2023)) using BWA (Burrows-Wheeler Aligner) [109] (version 0.7.17, Li and Durbin, Cambridge, UK) with default parameters. Only reads with an alignment length greater than 50 were retained for G4 peak calling and downstream analyses. SAMtools (version 1.5, Li, Heng et al., Cambridge, UK, option-markdup) was used to remove PCR duplicates. MACS2 [110] (version 2.1.1, Zhang et al., 2008, MA, USA) was used for the labeling of IP-G4s peaks with the following parameters: macs2 callpeak-g 3.8 × 10^8^-f BAM-extsize-*p* 0.01-nomodel. 

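All peaks of the 4 lists had a −log10 p above 2, the threshold the authors set, with a lowest value of 2.06 and 2.02 in K+PEG replicates 1 and 2 and of 2.00 in both K+PDS replicates. The share of peaks that also had a q-value of at most 0.05 was 99.7% in both K+PEG replicates, and 99.5% and 98.8% in K+PDS replicates 1 and 2. A −log10 p of at least 5 was reached by 80.0% and 84.9% of the peaks under K+PEG and by 71.6% and 64.0% under K+PDS. The median fold enrichment was 3.78 and 3.59 in the K+PEG replicates and 3.77 and 3.23 in the K+PDS replicates, from a median of 21, 32, 16 and 17 reads at the summit. A p-value depends on the depth of its library, so these values describe each list and were not compared between conditions by a test.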

The Spearman’s rank correlation coefficients between biological replicates under input and PDS/PEG conditions were calculated using the plotCorrelation program of deepTools. We obtained two well-correlated biological replicates for each condition (R = 0.90 and 0.87 for K+PEG/PDS, respectively) (Figure S1; Table S1). 

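Counted by peak, 58489 of the peaks of K+PEG replicate 1 (79.9%) and 57246 of replicate 2 (69.8%) overlapped a peak of the other replicate by at least 1 bp, a mean share of 74.9% ± 7.13 (SD, n = 2). Under K+PDS, 41682 peaks of replicate 1 (64.3%) and 42478 of replicate 2 (61.6%) did so, a mean of 62.9% ± 1.88 (SD, n = 2). Counted by overlapping segments, the shares were 82.6% and 73.7% of the peak numbers of K+PEG replicates 1 and 2, and 69.4% and 65.3% of those of K+PDS replicates 1 and 2. With a reciprocal overlap of at least 50%, the mean share by peak was 58.0% under K+PEG and 40.8% under K+PDS. For comparison, 48591 of the peaks of K+PDS replicate 1 (74.9%) overlapped a peak of K+PEG replicate 2, the library with the most peaks.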

The peaks shared by the two biological replicates in both conditions were more than 65% correlated. 

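Intersecting 2 lists without further options returns the shared segment of each overlapping pair, so a reproducible peak can be shorter than any peak that MACS2 called. No called peak was shorter than 200 bp, whereas 5151 (8.52%) of the reproducible K+PEG and 7880 (17.5%) of the reproducible K+PDS peaks were, with a shortest segment of 1 bp in both. After the conditions were compared, segments under 200 bp made up 11.6% of the PEG-specific, 28.1% of the PDS-specific and 24.4% of the common peaks. Common peaks were cut once more, since each is the part shared by a K+PEG and a K+PDS segment.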

Biologically reproducible G4 peaks were considered IP-G4 peaks with high confidence, using the intersect command of the bedtools package.

### 4.4. Analyses of GC Content and GC/AT Skews

GC content and GC/AT skew were calculated using the following formulas: GC skew = (G − C)/(G + C); AT skew = (A − T)/(A + T); GC content = (C + G)/(A + T + C + G).

### 4.5. Public Data Analyses

ChIP-seq: We downloaded 14 previously published histone modification data and reanalyzed them following our previously published procedures [7]. Briefly we used mapQ > 20 for unique reads from each data for downstream detection. MACS2 was used to label peaks for each marker by comparing the IP data with the input data. DNase-seq (DNase I sequencing): Using published DNase-seq data, F-seq [111] was utilized with a bandwidth of 200 bp and an FDR (false discovery rate) of less than 0.05. FDR denotes the ratio of the DHS of DNase-seq relative to that of the DHS of the 10 random datasets. DNA-6mA IP-seq (6mA immunoprecipitation sequencing): 6mA IP-seq data were analyzed following published procedures [112], MACS2 was used to label 6mA peaks by comparing the IP data with the input data. DRIP-seq (DNA–RNA immunoprecipitation followed by high-throughput DNA sequencing): data were reanalyzed according to the published protocols [7]. BS-seq (bisulfite sequencing): To examine the level of DNA methylation within the G4 regions, methylated cytosines were counted from the total methylated unique mapping sequence using a double-labeled methylation extraction procedure. DNA methylation levels were calculated using the total number of all (C + T) ≥5 at each position. MNase-seq: MNase-seq data were reanalyzed according to the published protocols [113]. All public data used in this study are listed in Table S2.

### 4.6. In Silico Prediction of Motifs

DNA sequences from the center of a G4 peak spanning ±100 bp were extracted for motif screening. G4-related motifs were identified using MEME-ChIP (http://meme-suite.org/tools/meme-chip (accessed on 13 June 2023)), with parameters chosen as minimum width 5 and maximum width 20. All motif candidates were used to further screen *A. thaliana* to match the potential binding of TFs. The threshold for an enriched region is an *E*-value ≤ 10. Only the top 3 significantly enriched motifs with the highest E-values are listed in the text.

### 4.7. Gene Ontology Enrichment Analyses

All IP-G4^+^ overlapping genes were subject to Gene Ontology (GO) term analyses using online tools in Agrigo v2.0 (http://systemsbiology.cau.edu.cn/agriGOv2/ (accessed on 12 June 2023)) with *O. sativa* annotation.

### 4.8. Normalization of Read Counts

Regions ±1 kb from the upstream and downstream of IP-G4^+^ peaks were partitioned into 50 bp windows, and the G4 peaks were evenly distributed into 20 bins for normalization. The reads for each sliding window were first divided by the window length, and then normalized to the total number of uniquely mappable reads across the rice genome (Mb). For all mapped reads, the individual position in the rice genome was used to determine the midpoint of each sequence segment.

### 4.9. In Silico Identification of PQFSs

Putative G-quadruplex sequences (PQFSs) were identified through comprehensive screening of the entire genome using fastaRegexFinder.py [61]. Briefly, to identify PQFSs, the whole genome sequence was computationally scanned using fastaRegexFinder.py (https://github.com/dariober/bioinformatics-cafe/blob/master/fastaRegexFinder.py (accessed on 10 June 2023)). Subtypes of PQFSs were defined according to loop length and G repeats following the published procedures. PQFSs within IP-G4 peaks were identified using their regular expression. The fold enrichment level for each subtype of PQFSs was calculated by comparing them with random controls, which had the same size distribution as the G4 peaks across the genome (bedtools shuffle command, observed values divided by average values of 1000 randomization).

### 4.10. Circular Dichroism (CD) Assay

DNA oligos from PEG/PDS-specific IP-G4s (Table S3) were denatured at 95 °C for 8 min in PEG/PDS buffer (pure water with 150 mM KCl + 40% PEG/5 μM PDS), and then reassociated by letting the temperature gradually cool down to RT. For CD-spectroscopy, 5 μM of each oligo in both PEG- or PDS-specific buffer were scanned at a wavelength ranging from 220 to 320 nm, with 1 nm bandwidth, 0.5 s response time and 1 mm path length on a Chirascan Spectropolarimeter (Ap-plied Photophysics). Data were buffer-subtracted and normalized to provide molar residue ellipticity values and were finally smoothed for visualization.

## Figures and Tables

**Figure 1:**
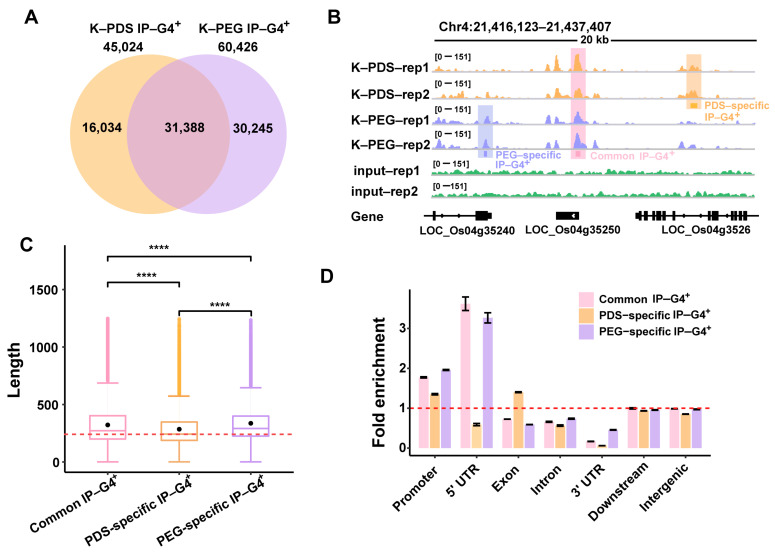
Identification of common and PDS/PEG-specific IP-G4s. (**A**) Venn diagram illustrating the number of the three subtypes of IP-G4s peaks (PEG-specific, PDS-specific, common ones). (**B**) A representative snapshot of Integrative Genomics Viewer (IGV) spanning a 20 kb window illustrating distributions of common and PEG/PDS-specific IP-G4 peaks in the rice genome. Each colored box represents a distinct subtype of IP-G4 peaks. (**C**) Boxplot showing the length of different subtypes of IP-G4 peaks. Significance test was performed using the Wilcoxon rank-sum test. **** *p*-value < 0.0001. (**D**) Distributions of observed relative to expected IP-G4s within each sub-genomic region in the rice genome. A ratio of 1.0, represented by a red dashed line, indicates an equal distribution.

**Figure 2:**
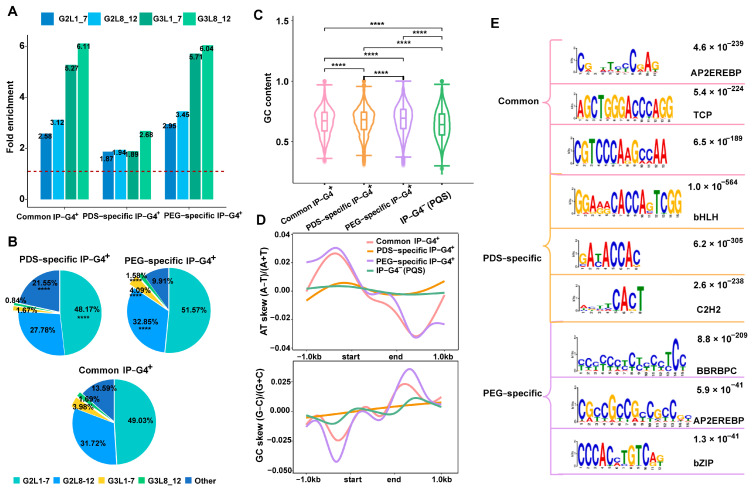
Sequence features of each subtype of IP-G4s. (**A**) Fold enrichment of each subtype of PQFSs, as indicated, in PDS/PEG-specific and common IP-G4s. (**B**) The percentage of each subtype of PQFSs, as indicated, in PDS/PEG-specific and common IP-G4s. (**C**) GC content of PDS/PEG-specific and common IP-G4s and IP-G4s^−^ (PQFSs). Significance test was performed using the Wilcoxon rank-sum test. **** *p*-value < 0.0001. (**D**) GC and AT skews of PDS/PEG-specific and common IP-G4s (PQFSs) in both forward and reverse DNA strands calculated at approximately ±1 kb. (**E**) De novo motif identification for common and PEG/PDS-specific IP-G4 peaks using MEME. The top three significantly enriched motifs are listed.

**Figure 3:**
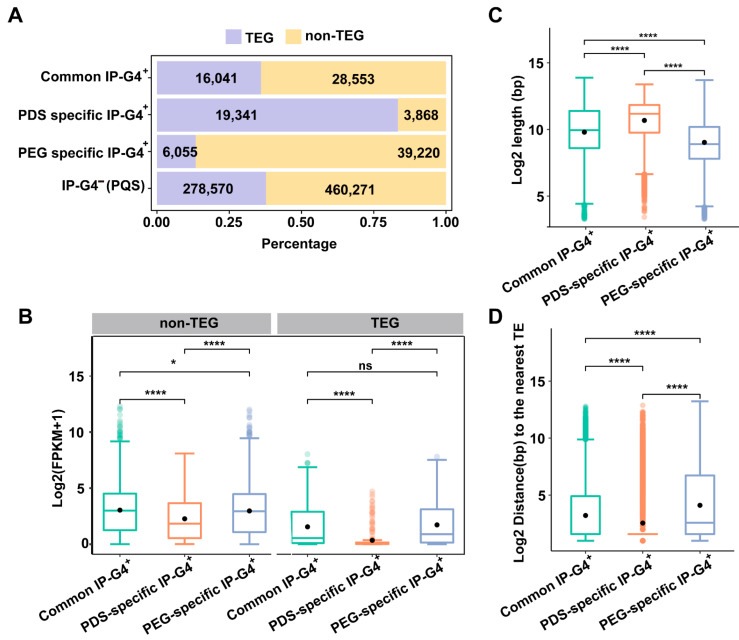
Characterization of PDS/PEG-specific IP-G4s^+^ associated with TEGs and TEs. (**A**) Distributions of PDS/PEG-specific and common IP-G4s^+^ (PQFSs), and IP-G4s^−^ (PQFSs), within TEGs and non-TEGs. (**B**) Expression levels of non-TEGs and TEGs associated with each subtype of IP-G4s^+^, as indicated. (**C**) The length of TEs associated with each subtype of IP-G4s^+^, as indicated. (**D**) The distance of TEs associated with each subtype of IP-G4s^+^, as indicated, to the nearest TEs. Significance test was performed using the Wilcoxon rank-sum test. * *p*-value < 0.05, **** *p*-value < 0.0001, ns nonsignificant difference.

**Figure 4:**
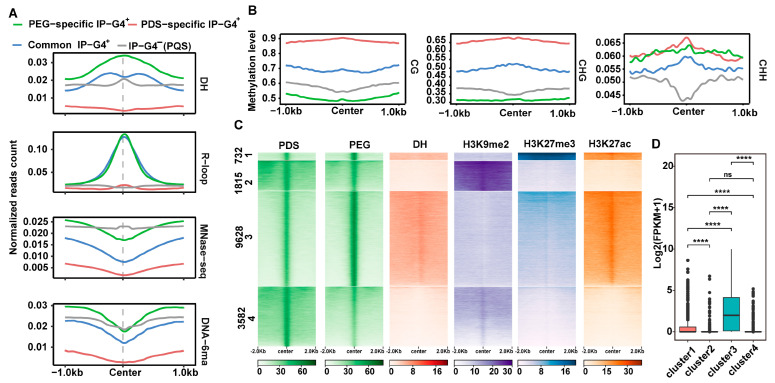
Epigenomic features of PEG/PDS-specific and common IP-G4s^+^. (**A**) Normalized read counts of DNase-seq (DHSs), MNase-seq (nucleosomes), DRIP-seq (R-loops) and DNA-6mA-IP-seq (6mA) were plotted across ±1 kb of the center of PEG/PDS-specific and common IP-G4s^+^ (PQFSs) and IP-G4s^−^ (PQFSs). (**B**) CG, CHG and CHH methylation levels were calculated across ±1 kb of the center of PEG/PDS-specific and common IP-G4s^+^ (PQFSs) and IP-G4s^−^ (PQFSs) with similar C contents. (**C**) Heat maps showing the results of K-mean clustering for PDS- or PEG-related IP-G4s, DHSs, histone marks (H3K9me2, H3K27me3 and H3K27ac). (**D**) The boxplot illustrating the mean expression levels of genes associated with each subcluster identified in (**C**). Significance test was performed using the Wilcoxon rank-sum test. **** *p*-value < 0.0001, ns *p*-value > 0.05.

**Figure 5:**
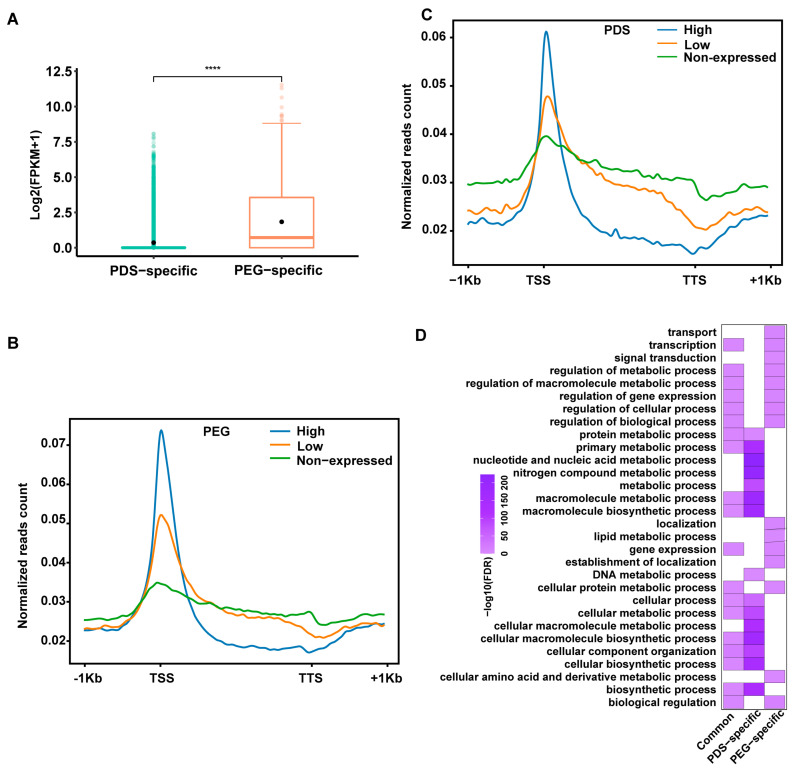
Relationships of PEG/PDS-specific IP-G4s^+^ with expression of overlapping genes. (**A**): Boxplots showing expression levels of genes associated with PEG- and PDS-specific IP-G4s^+^. (**B**,**C**): curve plots showing distributions of normalized read counts of PDS- and PEG-related IP-G4s^+^ across ±1 kb of the TSSs of overlapping genes with different expression levels (high, low and no expression, FPKM values). (**D**) GO terms enrichment assays for genes associated with PEG/PDS-specific and common IP-G4s^+^ (PQFSs). Significance test was performed using the Wilcoxon rank-sum test. **** *p*-value < 0.0001.

## Data Availability

The data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/, accessed on 28 November 2023) under accession number GSE237294.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms25010634/s1.

How the deposited data were processed for this re-analysis (not part of the article)

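BG4-DNA-IP-seq was carried out on genomic DNA of 2-week-old rice seedlings under K+PEG (2 libraries) and K+PDS (2 libraries). The condition and replicate of each library were taken from the sample labels and checked against the methods. The 2 input libraries were mapped to their condition, and their files were not used here.

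The authors trimmed reads with Trim Galore 0.4.4, aligned them to MSU v7.0 with BWA 0.7.17, kept alignments longer than 50 bp, removed duplicates with SAMtools 1.5 and called peaks per library with MACS2 2.1.1 at p = 0.01, without a model and with a genome size of 380000000 bp. No replicates were pooled. The deposited lists have 10 columns and no header, and their starts count from 0, so that every position printed here is the start plus 1 bp. The authors' fold enrichment is a linear ratio of the reads at the summit to the local background, each plus 1. The −log10 p and −log10 q of the deposited lists are those of the summit, and the score is a whole number that MACS2 writes for genome browsers and was not used in any comparison. For library preparation, the paper names 1 replicate of input, IgG or anti-FLAG only DNA as control. Its text does not say which control was given to MACS2 or how long the extension was. It names no filter for uniquely mapped reads in these libraries.

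Peak sets were made with bedtools 2.31.1 in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. A reproducible peak is the segment shared by the peaks of both replicates, with at least 1 bp. A specific peak overlaps no reproducible peak of the other condition, and a common peak is the segment shared by reproducible peaks of both. The number of reads at each summit and its background were solved from the fold enrichment and the −log10 p under the Poisson distribution of MACS2, and the depth from the lowest background with an extension of 200 bp. This depth is that used for peak calling, after the filters of the authors. A library of fewer reads has fewer reads at each summit and passes the threshold at fewer places, so the number of peaks and the overlap between lists depend on depth. The lists hold nothing below the threshold, so a place without a peak was not shown to lack signal.

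Values per library were compared by exact permutation tests, two-sided, which cannot go below p = 0.333 with 2 libraries against 2. Lengths and fold enrichments of peak sets were compared by permutation tests of the rank sum with 100000 resamples, in which peaks, not libraries, are exchanged. The 3 comparisons of length were adjusted by the method of Benjamini and Hochberg. Positions of peak sets were compared in bins of 1 Mb by Spearman correlation, with 10000 circular shifts within chromosomes. Overlaps were set against 100 random placements on the same chromosomes and 100 shifts by 5 to 20 kb. Peak sets, the permutation test, the recovery of reads and the thinning were tested on simulated data. All 5 sets of 7500 simulated regions were recovered exactly, 4% of 200 comparisons without a difference and 56% of 200 with a shift of 10 bp gave a p-value under 0.05, and the true number of reads came out for 100% of 4761 simulated peaks. Thinning a simulated deep library over 40000 regions left 0.954 times the peaks of a shallow one, because places that a shallow library calls by chance are missing from the deep list, so it takes slightly too many peaks from the deeper libraries. A peak kept after thinning retained its full-depth start and end, so lengths and overlaps were not recomputed at the lower depth.

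The alternatives set before the data were examined were a reciprocal overlap of at least 50%, a −log10 p of at least 5, the same number of peaks in each library (the strongest, as many as the smallest has), the whole replicate 1 peak in place of the shared segment, a specific peak defined against every peak of the other condition, the replicate number as a block, and each library left out in turn. The reciprocal overlap was asked of replicates and of conditions alike, so a specific peak could then overlap a peak of the other condition by less. Thinning to equal depth, the crossed pairing of replicates and the whole replicate 2 peak were added after the depths, the correlation of deviations and the lengths of whole replicate 1 peaks had been seen. The loci named in the text were fixed beforehand as every peak in the window of Fig. 1B and, for each specific set, the peak with the highest fold enrichment in its weaker replicate among peaks on the 12 chromosomes that overlap no peak of the other condition.

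Comparisons that need the sequence or the gene annotation of MSU v7.0 were not analysed here. These are the share of peaks with a PQFS, the enrichment of PQFS subtypes, GC content and skew, genomic classes, repeats and motifs. Histone marks, DNase-seq, DNA methylation, R-loops, expression and CD spectra of the paper were not analysed here either.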

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

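The comparison with random placements was chosen before its result was seen, and the comparison with local shifts afterwards. Many specific peaks overlap a peak that was called in at least 1 library of the other condition, outside the reproducible segments that the paper compares. This held for 55.6% of the PEG-specific and 59.8% of the PDS-specific peaks. For 50.8% and 50.0%, the overlap was with a peak that has no counterpart in the other replicate. For another 4.80% and 9.81%, it was only with a peak found in both replicates, outside the segment that they share. Peaks of the same lengths placed at random overlapped any peak of the other condition in 20.0% and 20.5% of cases on average. Peaks moved by 5 to 20 kb did so in 19.4% and 24.5%. Placed and moved peaks could also fall on reproducible segments of the other condition, which specific peaks by definition do not. The highest share over all placements and shifts of both sets was 25.4%, which argues against random overlap. The overlap was uneven between libraries. Of the PDS-specific peaks, 44.4% overlapped a peak of K+PEG replicate 2 and 16.4% one of K+PEG replicate 1, and of the PEG-specific peaks, 34.1% overlapped a peak of K+PDS replicate 1 and 22.6% one of K+PDS replicate 2.

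A candidate explanation is that a part of the specific peaks lies near the calling threshold, so that a place with signal in both conditions is called in 3 of the 4 lists. The values do not settle this. Within each list, specific peaks had a lower median fold enrichment than common peaks. The log2 ratio of the medians was -0.29 in both K+PEG replicates, -0.37 in K+PDS replicate 1 and -0.17 in K+PDS replicate 2 (p = 1e-05 in each, the smallest that the permutation test of 100000 resamples gives). Peaks found in 1 replicate only were weaker still, with a median fold enrichment of 3.10 and 2.87 in the K+PEG lists and 3.30 and 3.02 in the K+PDS lists. Specific peaks that overlap no peak of the other condition at all were weaker than common peaks by more, with log2 ratios from -0.21 in K+PDS replicate 2 to -0.46 in K+PDS replicate 1, so the low strength is not limited to the peaks with such an overlap. Against this explanation, the median −log10 p of specific peaks was 7.70 and 11.7 in K+PEG replicates 1 and 2 and 6.14 and 5.54 in K+PDS replicates 1 and 2, above the threshold of 2, and 22449 PEG-specific (74.2%) and 7499 PDS-specific peaks (46.8%) had at least 5 in both replicates. Peaks found in 1 replicate only, which the other replicate of the same condition missed, had medians of 5.68, 6.39, 5.23 and 5.20 in the same order, so a −log10 p well above the threshold did not secure a call in a second library. A real but partial preference of a site for one condition would also give peaks in 1 library of the other condition, and this stays open because the lists hold no signal outside peaks.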

How the results depend on the processing

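The 16 results were recomputed under 154 combinations of result and alternative, of which 124 were listed in advance and the rest added later. In 118 of them the result of a test kept its direction and its side of the threshold, or a value without a test moved by no more than the limits used here (the spread between replicates, or 1.5 times for a count). Part of the 118 could not have come out otherwise, so this number does not measure robustness. Reproducible peaks and shares of a condition stay the same when a library of the other condition is left out. The exact permutation tests per library cannot pass 0.05 with 2 libraries per condition. Mean peak length per library is therefore among the 118 although its difference went from -10.5 to -55.5 bp with a −log10 p of at least 5. A value moved by more than the limits in 27, of which 17 left out a library. With all libraries kept, 9 results reversed, all of them differences in mean length between peak sets. With a library left out, where no test was made, 6 further differences in mean length between peak sets and 2 in mean peak length per library changed sign.

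The difference in mean length between PEG-specific and PDS-specific peaks, 47.4 bp as reported, became -94.5 bp with a reciprocal overlap of at least 50%, -13.9 bp with a −log10 p of at least 5 and -38.6 bp with whole replicate 1 peaks. Between PEG-specific and common peaks it was 11.0 bp and became -8.55 bp with the reciprocal overlap, -56.1 bp with whole replicate 1 peaks and -40.5 bp when specific peaks were defined against every peak of the other condition. Between common and PDS-specific peaks it was 36.4 bp. It became -86.0 bp with the reciprocal overlap, -20.3 bp with a −log10 p of at least 5 and -5.28 bp with whole replicate 2 peaks. In the other settings that kept all libraries, each of these differences stayed positive. Between PEG-specific and PDS-specific peaks it was then 19.7 to 52.9 bp. The rank order did not follow the mean everywhere. A PEG-specific peak was longer than a PDS-specific one in 50.3% of pairs with the reciprocal overlap (permutation test, p = 0.302) and in 53.5% with a −log10 p of at least 5 (p = 1e-05). A common peak was longer than a PDS-specific one in 51.6% (p = 1e-05) and 50.6% (p = 0.11, both by permutation) of pairs in the same 2 settings, so in these 4 cases only the mean reversed. With whole replicate 2 peaks it was longer in 49.7% (p = 0.348, same permutation test). With each library left out in turn, the 3 differences ranged from -74.5 to 128.9 bp, from -68.7 to 44.1 bp and from -38.7 to 94.3 bp. PDS-specific peaks had the higher mean without K+PDS replicate 1 (-42.7 bp against PEG-specific peaks) and without K+PDS replicate 2 (-74.5 bp). A single list is not cut to an overlap, so its peaks are longer by construction.

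The reciprocal overlap of at least 50% lowered the reproducible K+PDS peaks from 45024 to 27250, the common peaks from 31388 to 11544 and the shares of peaks found in both replicates to 58.0% under K+PEG and 40.8% under K+PDS. A −log10 p of at least 5 left 27602 reproducible K+PDS, 9920 PDS-specific and 19007 common peaks, and a share of 57.6% under K+PDS. Defined against every peak of the other condition, 13442 PEG-specific and 6441 PDS-specific peaks were left. With each library left out in turn, there were 45024 to 68973 reproducible K+PDS, 19937 to 46482 PEG-specific and 8913 to 34061 PDS-specific peaks, the lowest PDS-specific number without K+PEG replicate 1 and the highest without K+PDS replicate 1. PEG-specific peaks outnumbered PDS-specific peaks in every setting except without K+PDS replicate 1 or 2, where a whole single list is set against the overlap of a pair and is the longer one by construction. The lower strength of specific peaks kept its direction in every setting, with log2 ratios of the medians in K+PEG replicate 2 from -0.45 to -0.19 across the 3 settings that left out a library.

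With the replicate number as a block, the difference of 10672 peaks per library gave p = 0.5 (exact sign-flip permutation), the smallest p that 2 pairs allow, and the difference in mean peak length per library of -10.5 bp gave p = 1. The check of the pairing gave a correlation of -0.21 between the differences of replicates 1 and 2 in the 2 conditions over 10 kb bins, so same-numbered replicates did not deviate together. With the pairing crossed, chosen after seeing this, no difference passed 0.05, and without a block none did either. Neither exact permutation test can pass it with 2 libraries per condition, so this decides nothing.

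The depth limits the number of peaks. Thinned to the shallowest library, K+PEG replicate 2 keeps 44.9% of its reads and 74466 of its peaks, and no result changed its direction under thinning. The 20 thinned draws cannot add places that a shallow library would call by chance. They also leave the start and end of each kept peak as called, so lengths and overlaps were not tested at the lower depth. The share of peaks found in both replicates of a condition has no value without one of them. Results that need the genome sequence or annotation (PQFS, GC content, skew, genomic classes and repeats) were not run under any alternative.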

Differences from the paper's values

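With the peak sets derived as the paper describes, no value compared with one stated in its text differed from it by more than 1.5 times. For peaks shared by the replicates, the paper gives a correlation of more than 65% in both conditions. This was read here as the share of peaks found in both replicates, which the paper does not spell out. Counted by peak, the share was 64.3% and 61.6% in K+PDS replicates 1 and 2, under the paper's value of 65%. Counted by overlapping segments it was 69.4% and 65.3%, above that value. With K+PEG, the share was above it by either count.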

Other observations

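The settings with whole replicate 1 peaks and with the same number of peaks in each library were set beforehand. Their use as tests of trimming on length and of the number of peaks on the overlap of libraries came only after the result was seen. The test of the background over 1 Mb bins was also chosen after the result was seen.

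More reproducible peaks were found under K+PEG than under K+PDS, and the K+PEG libraries were deeper. For the number of peaks per library, thinning argues against depth as the whole cause. The smaller K+PEG library kept at least 1.07 times the peaks of the larger K+PDS library in every draw. For reproducible peaks, the lowest ratio of K+PEG to K+PDS over 20 draws at equal depth was 1.28. Kept peaks had their full-depth start and end, and wider peaks overlap more easily, so this ratio does not exclude depth as its whole cause. With the same number of peaks in each library, the ratio of reproducible peaks was still 1.15. The mean share of peaks found in both replicates was then 73.4% under K+PEG and 62.2% under K+PDS. A part of the ratio therefore goes with closer agreement of the K+PEG replicates and not with more peaks per library. A difference between library preparations, the efficiency of the IP, a filter for uniquely mapped reads in the K+PDS libraries alone, which the word uniq in their peak names leaves possible, and an effect of PEG stay open. None of them was tested.

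K+PDS replicate 1 shared more of its covered bases with K+PEG replicate 2 than with the other K+PDS replicate, with Jaccard indices of 0.415 and 0.401, and this held on 11 of the 12 chromosomes. The difference of 0.0134 fell to 0.0055 on average after thinning to equal depth, with a lowest value of 0.0049 over the draws, and held on 7 of the 12 chromosomes in a single draw. With the same number of peaks in each library it was -0.0046 and held on 3 chromosomes, and with a −log10 p of at least 5 it was -0.0136 and held on 2. Depth and the number of peaks called cannot be told apart as explanations here, since both shrink the difference, and after either correction the chromosomes go both ways. The correction for depth is also partial, since thinning leaves the ends of kept peaks as called. A swap of labels was not tested.

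For the length of the specific peaks, 2 technical explanations were tested. Trimming to the overlap of the replicates gave no clear answer, since the mean length of PEG-specific minus PDS-specific peaks was -38.6 bp with whole replicate 1 peaks and 19.7 bp with whole replicate 2 peaks. K+PEG replicate 2 is the deepest library, which keeps this explanation open. Peak strength gave no clear answer either. In 5 strata of equal −log10 p, the difference was 15.9 and 0.726 bp in the weakest strata and -10.5, -41.7 and -57.9 bp in the stronger ones. In 5 strata of equal rank within each list, it stayed between 22.3 and 45.8 bp. The 2 measures of strength treat the depth of the libraries differently, which keeps this explanation open. An effect of the condition on the length of the folded region was not tested apart from these.

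PEG-specific and PDS-specific peaks were dense in different parts of the chromosomes. In 379 bins of 1 Mb, the Spearman correlation of their numbers was -0.30 (p = 1e-04, the smallest that the permutation by 10000 circular shifts gives), negative on 11 of 12 chromosomes. PDS-specific and common peaks rose together, with 0.708, positive on all 12 chromosomes, whereas PEG-specific and common peaks had -0.13 (p = 0.101, same permutation). The bin with the most PDS-specific peaks, chosen after its values were seen, lies on chromosome 6 from 18000001 to 19000000, with 139 PDS-specific and 62 PEG-specific peaks against medians of 37 and 80. PDS-specific peaks outnumbered PEG-specific ones in 43 of the 379 bins. The background at the summits, relative to the lowest background of the list, was higher for PEG-specific peaks, with a median of 1.14 in both K+PEG lists, than for PDS-specific peaks, with 1.06 in both K+PDS lists, while common peaks had 1.11 in all 4 lists. The smallest difference between a K+PEG and a K+PDS list, 0.0768, was larger than that between lists for common peaks, so an uneven local background may take part. At the scale of the bins, the background was measured at common peaks only. It had a correlation of 0.0166 with the number of PEG-specific and of -0.27 with the number of PDS-specific peaks. The latter sign goes with the lower background at PDS-specific summits. The correlation of the 2 specific sets was -0.31 both before and after this background was removed. The background of common peaks therefore does not account for the pattern. That of the specific summits was not tested over bins and stays open. A filter for uniquely mapped reads in the K+PDS libraries alone, which would change the peaks in repeated sequence, stays open, as does the preference for euchromatin or heterochromatin that the paper proposes, and neither was tested here.

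Some places stood out, and were chosen after their values were seen. The highest fold enrichment under K+PDS was on chromosome 2 from 28720415 to 28721892, with 66.3 in replicate 1, and a peak from 28719387 to 28721233 had 57.7 in replicate 2. K+PEG replicates 1 and 2 have peaks inside this interval with a highest fold enrichment of 7.98 and 12.4, so the place is common by overlap and differs in strength. The highest value under K+PEG, 48.4, was in replicate 1 on chromosome 9 from 2839893 to 2840475. The longest peak of K+PEG replicate 1 and of both K+PDS replicates lies on chromosome 1 and begins at 17123116, 17123046 and 17123076, with 7182, 7347 and 8861 bp. All 4 libraries have a peak at position 1 of chromosome 5, and only the K+PEG libraries have one at position 1 of chromosome 2, with a fold enrichment of 11.6 and 5.74. No explanation of these places was tested.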
